A study of Mus musculus with 3 samples. Its data were reported in "WDR5, BRCA1, and BARD1 Co-regulate the DNA Damage Response and Modulate the Mesenchymal-to-Epithelial Transition during Early Reprogramming" (2019).

How the data were processed

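RNA was harvested in bulk from mouse embryonic fibroblasts early in reprogramming, after transfection with pooled siRNAs or from an untransfected time course, and CEL-Seq2 libraries were made with a barcode per library. The series holds 3 samples, each a sequenced pool of all libraries of 1 replicate. A deposited table of UMI-corrected counts per gene symbol and a table of normalized log2 values give a column per library, and the condition of each library was taken from its column name. Per the methods of the study, the authors mapped reads with Bowtie2 to mm10, used the CEL-Seq2 pipeline with GENCODE vM13, and removed libraries of low quality. The deposited counts are unnormalized. The deposited log2 values are log2 CPM after size-factor normalization and regression of the batch by the authors, and each gene lies around 0 within a replicate, so these values are relative levels. The 2 Mock libraries of a replicate share a column name and were taken in column order, and the single Mock column of replicate 3 in the log2 table was matched to the library with the higher correlation (r 0.915 against 0.0265).

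All tests used the 127 libraries that appear in both tables, out of 129 with counts. Total counts per library ran from 29656 to 235292, and counting intervals and floors cover counting error only. The main analysis was an edgeR quasi-likelihood test on the deposited counts with TMM scaling, filterByExpr by condition, and a model with a term per condition and a term per replicate as a block, fitted to all 127 libraries. It tested 3013 genes with 83 residual degrees of freedom and a common dispersion of 0.0158; TMM factors ran from 0.825 to 1.39. P-values were adjusted by Benjamini-Hochberg within a comparison, with a threshold of 0.05. Standard errors were derived from the test statistic. Genes of the fixed lists that did not pass the filter were tested in a second fit with the same scaling, which held the filtered genes, every listed gene with a count and the summed counts of each set.

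Whether libraries with the same replicate number belong together was read from the correlation of their deviations from the condition mean. Its median was 0.0981 for pairs of the same number and -0.0685 for pairs of different numbers, and 0.0578, 0.0861 and 0.220 within replicates 1, 2 and 3, so the replicate was kept as a block. The block is the sequenced pool, and the files do not say whether it is also the same cell preparation.

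Genes to name were chosen by a rule fixed in advance: for each of 7 comparisons, the 3 largest log2 fold changes in each direction among genes with an adjusted p under 0.05, a mean of at least 50 CPM in 1 of the conditions, and the same sign in each replicate. The siRNA targets and the 20 markers were also fixed in advance. The study names many of these markers, so that their results are not independent of it. The target of siWhsc1l1 is listed as Nsd3 in the count table. For each target the expected count was its share of the counts in the other transfected libraries of the same replicate, and intervals for ratios are exact Poisson intervals. Where a group had 0 counts, folds were computed against a floor of 3 counts over the group; for named genes with 1 to 3 counts in a group the ratio of counts is given with an exact 95% counting interval. CPM of single genes and sets are scaled to the TMM-scaled total of the tested genes, and ratios of counts to all counts of the libraries.

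Gene sets were tested by camera with a preset inter-gene correlation of 0.01 and, beside it, by fry. The epithelial and DNA repair sets were tested as summed counts by edgeR because too few of their genes passed the filter, a change made after the filter was seen. Log2 CPM with a prior count of 2, with the replicate removed, was used for principal components of the 200 genes of highest variance. The time projection took the steps of the study: the components were swapped, with PC2 on the x axis, and rotated by 15 degrees. A quadratic curve was fitted from day 2 to day 6, the last day in the tables. Each library was placed at the nearest point of the curve. In the study PC2 was the component related to time, whereas here PC1 followed the days more closely. Positions were put in days by interpolation between the day means, with means out of order pooled. The position on PC1 was added after that projection was seen. Differences from the nt and Mock libraries were tested by a two-sided exact permutation test of labels within replicates, adjusted over the 33 siRNAs. Profile correlations used 100 genes per component, those most correlated with it. The effect of a shared control was simulated with 200 pairs of unchanged groups set against the same libraries.

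Relations across conditions were tested with 100000 permutations, and 3 such relations were computed and adjusted together. Shares of variance between conditions were tested with 10000 permutations of labels within replicates. Other splits of the libraries of each comparison were fitted with edgeR to the libraries of the 2 conditions alone. Positions came from GENCODE vM21 on GRCm38, the assembly also called mm10; the authors counted on vM13, and 2965 of the 3013 tested genes had the same symbol in both. Near-identical copies were found by BLAST among the last 600 bases of transcripts, at 95% identity or more over 200 bases, or over 100 bases where these were 80% of the sequence. That definition was settled after 2 earlier ones were tried, and the Gm10800 family, 12 genes, was seeded with a gene noticed in the data. Of the tested genes 922 had such a copy.

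The edgeR steps were tested on simulated data with the real depths, in which 156 tested genes were changed by 1.5-fold, 2-fold or 4-fold: 83 were recovered (53.2%), with 5 false calls (5.68% of calls), 0 wrong signs, and 0 calls in a comparison without change. Over all seeded genes, with those the filter removed counted as not recovered, 78.8% were recovered at 4-fold and 7.46% at 1.5-fold. The simulation used 1 dispersion of 0.016 for all genes and no difference between replicates, so its rate of false calls may not hold for the real data.

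The alternatives tried were RLE size factors, no low-count filter, DESeq2, no replicate block, a fit of only the libraries compared, all 129 libraries, nt and Mock together as the control, limma on the deposited log2 values, and leaving out each replicate, and for the projection and correlations other numbers of genes, rotations, paths and values. The raw reads were not used here, nor were data of the study outside this series. Changes between adjacent days and of nt against Day05 were also fitted, and they are in no planned comparison. Of the gene lists and sets, only the low-oxygen list was tested on nt against Day05. Versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9 and BLAST 2.17.0.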

Results

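The study examined how chromatin and transcription regulators affect the first days of reprogramming of mouse embryonic fibroblasts to pluripotency. Primary fibroblasts of the BL6 strain carried a doxycycline-inducible lentiviral cassette with Oct4, Sox2, Klf4 and c-Myc. RNA was profiled by CEL-Seq2, a bulk library method here that counts transcript 3′ ends through unique molecular identifiers. In the screen, cells received a pool of siRNAs against 1 of 33 genes, a non-targeting siRNA (nt) or a mock transfection (Mock) before induction, and the libraries were read as those of day 6. A time course of untransfected cells ran from day 0 to day 6 (Day00 to Day06). The labels give only the replicate number, and the condition of each library was read from its column name in the deposited tables.

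The libraries were sequenced as 3 pools, 1 per replicate. Of 129 libraries in the count table, 127 passed the filter the authors applied: 98 siRNA libraries, 3 of nt, 5 of Mock and 21 of the time course. Each condition had 3 passing libraries except Mock with 5, from a pair of columns of the same name per replicate, and siMtf1 with 2. Passing libraries held 29656 to 235292 counts, with a median of 73279, and 5228 to 12301 detected genes. The 2 libraries that did not pass held 6403 and 7981 counts. Median depth was 64227 counts in replicate 1, 63122 in replicate 2 and 127079 in replicate 3. Mean depth was 99464 counts (SD 37922, n = 3) for nt, 95598 (SD 20549, n = 3) for siWdr5, 64083 (SD 23798, n = 3) for siBrca1 and 99496 (SD 46536, n = 3) for siBard1. It was 52811 counts (SD 17571, n = 5) for Mock, 75706 (SD 47126, n = 3) for Day00 and 88402 (SD 49226, n = 3) for Day06. Each of 131 pairs of replicates differed by more than sampling noise, with a chi-square per gene of 1.30 to 5.68 over genes with at least 10 counts in the pair. A gene had to pass a low-count filter to be tested, which 3013 genes did, so that weakly expressed genes lie outside the counts of changed genes.

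The first comparison was of each siRNA target with nt, which asks whether its transcript was lowered on day 6. Under edgeR, 0 of 33 targets were lowered at an adjusted p under 0.05, adjusted over the list alone. 1 target, Ep300, had an unadjusted p under 0.05, and it was higher in its own knockdown. DESeq2 on 33 and limma on 28 targets also called 0 lowered, with 0 lowered at an unadjusted p under 0.05. The lowest edgeR adjusted p was 0.927, and 24 of the 33 fitted log2 fold changes were under 0. Counts per target were small: 8 targets had 0 counts in their own knockdown, and 8 had 10 or more counts expected from the other transfected libraries of the same replicates. Wdr5 had 7 counts in siWdr5 where 7.69 were expected, a ratio of 0.910 with a 95% counting interval of 0.366 to 1.88. Brca1 had 4 counts in siBrca1 where 3.48 were expected, a ratio of 1.15 (interval 0.313 to 2.94). Bard1 had 0 counts in siBard1 where 1.27 were expected, which allows a ratio of up to 2.92. Pou5f1, a transgene factor, had 0 counts where 0.922 were expected. Hdac1 had 18 counts in siHdac1 where 9.83 were expected, a ratio of 1.83 (interval 1.09 to 2.89). Its exact Poisson p was 0.0154, two-sided, and 0.509 after Benjamini-Hochberg adjustment over the 33 targets; 14 of the 18 counts came from replicate 3. Summed over all targets, 369 counts were found where 391 were expected, a ratio of 0.943 (interval 0.849 to 1.04), and 23 of 33 targets lay under their expectation. Over the 24 targets with fewer than 20 counts, found and expected together, the ratio was 0.887 (interval 0.678 to 1.14). Intervals cover counting error only. At this depth a lowering of single targets was not detectable for most genes, and which siRNA each library received rests on the column names. A knockdown here means the libraries of that siRNA, whose target was not shown to be lowered in them on day 6.

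**Figure D1:**
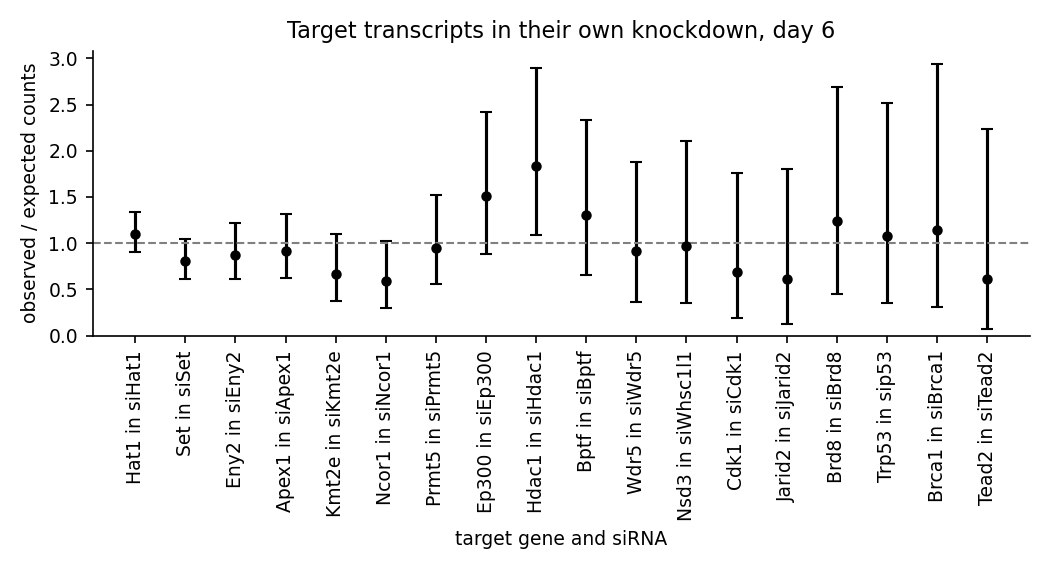
Ratio of the counts of each target in its own knockdown to the counts expected from the other transfected libraries, on a linear axis from 0, for the 18 targets with at least 3 expected counts. Bars are 95% counting intervals and the line marks equal counts; Hdac1 is the only target drawn whose interval lies on one side of it.

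The effect of each siRNA on other genes was tested against nt with edgeR at an adjusted p under 0.05. The siWdr5 libraries had the most changed genes, 821 of 3013, of which 367 were higher and 454 lower than in nt. DESeq2 called 729 genes. The alternative that moved the count most was limma on the deposited log2 values, which called 137. The split between directions depended on the scaling: with RLE size factors 490 were higher and 315 lower, 60.9% raised in place of 44.7%, and DESeq2 gave 444 higher and 285 lower. RLE moved the median log2 fold change of all genes up by 0.17 in this comparison. Without replicate 3, the deepest pool, 333 genes were called. The rule for naming genes took the 3 largest changes in each direction among called genes with the same sign in every replicate. Igfbp5 (chromosome 1, 72857932 to 72874884, mm10) had 0 counts in nt and 62.8 CPM (counts scaled to the TMM-scaled total of the tested genes) in siWdr5 (SD 21.9, n = 3), at least 5.20-fold higher against a floor of 3 counts over the nt group. Mark1 rose from 2.72 CPM (SD 4.72, n = 3) to 73.9 (SD 43.0, n = 3), and Myl9 from 2.72 (SD 4.72, n = 3) to 69.8 (SD 25.8, n = 3). Both rest on 1 count in nt. By counts Mark1 was 20.8-fold higher, with a 95% counting interval of 3.33 to 862 (edgeR adjusted p 0.00370), and Myl9 17.7-fold higher, with an interval of 2.77 to 739 (edgeR adjusted p 0.00240). Apela fell from 64.2 CPM to 3.16 and, with 1 count in siWdr5, was 18.3-fold lower by counts (interval 2.90 to 759, edgeR adjusted p 0.000849); its exons overlap those of Gm45886 on the same strand. Krtdap was 11.5-fold lower by counts (interval 2.86 to 101) and Prelid2 10.1-fold lower (interval 2.47 to 88.8), each with 2 counts in siWdr5. Without replicate 3, Mark1 had an adjusted p of 0.0678 and Apela of 0.0777, and without replicate 2 Myl9 had one of 0.0652.

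The siBard1 libraries differed from nt in 311 genes, 167 higher and 144 lower (DESeq2 264, limma 39). Leaving out replicate 1, 2 or 3 gave 185, 175 and 94 genes. Myl9 (chromosome 2, 156775420 to 156781658, mm10) was at 115 CPM in siBard1 (SD 92.0, n = 3) against 2.72 in nt (SD 4.72, n = 3), with an edgeR adjusted p of 2.8e-05. By counts it was 38.99-fold higher, with a 95% counting interval of 6.60 to 1579. Palld was at 148 CPM (SD 44.1, n = 3) against 7.71 (SD 7.49, n = 3), with an edgeR adjusted p of 0.000179, and was 17.5-fold higher by counts (interval 4.49 to 150.1). Pmepa1 was 19.99-fold higher by counts (interval 3.20 to 829). These genes had 1 or 2 counts in nt. Kif11 fell from 113 CPM (SD 47.7, n = 3) to 16.4 (SD 15.98, n = 3), with an edgeR adjusted p of 0.00190, and with 3 counts in siBard1 was 9.003-fold lower by counts (interval 2.77 to 46.4). The pseudogene Gm6640 had a log2 fold change of -2.59 ± 0.67 (SE). Gm10719 had one of -2.63 ± 0.48, but it has 6 near-identical copies and its assignment is uncertain. The adjusted p of Myl9 was 0.0735 without replicate 3, and that of Pmepa1 was 0.0589 without replicate 1 and 0.281 without replicate 3.

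The siBrca1 libraries differed from nt in 127 genes, 75 higher and 52 lower (DESeq2 107, limma 34). Leaving out replicate 1, 2 or 3 gave 52, 45 and 29 genes. Myl9 was at 71.4 CPM (SD 54.0, n = 3) against 2.72 in nt, with an edgeR adjusted p of 0.00921, and was 23.3-fold higher by counts (95% counting interval 3.58 to 980.1). Palld was 10.9-fold higher by counts (interval 2.50 to 98.5, edgeR adjusted p 0.0408). Adm had a log2 fold change of 2.55 ± 0.77 (edgeR adjusted p 0.0345). Naa35 fell from 95.3 CPM (SD 10.97, n = 3) to 10.8 (SD 10.4, n = 3), with an edgeR adjusted p of 0.0165. Naa35 and Rps6ka6 each had 2 counts in siBrca1 against 24 in nt and were 7.73-fold lower by counts (interval 1.92 to 67.5). Gm5559, with a log2 fold change of -2.41 ± 0.68, is a copy of Gapdh with 88 near-identical sequences, so its counts are uncertain. These genes rest on all 3 replicates: without replicate 1 the adjusted p was 0.0526 for Myl9, 0.0951 for Palld, 0.0921 for Adm, 0.0502 for Naa35, 0.0998 for Rps6ka6 and 0.0893 for Gm5559.

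The siPou5f1 libraries, whose target the cassette also encodes, differed from nt in 174 genes, 108 higher and 66 lower (DESeq2 189, limma 19). A fit of the siPou5f1 and nt libraries alone called 50. Leaving out replicate 1 gave 89 genes and leaving out replicate 3 gave 80. Mrpl42, which has 1 near-identical copy, was at 457 CPM (SD 35.5, n = 3) against 118 in nt (SD 28.7, n = 3), a log2 fold change of 1.90 ± 0.33 (edgeR adjusted p 2.43e-06). Ctcf fell from 110 CPM (SD 25.9, n = 3) to 19.1 (SD 6.84, n = 3), with an edgeR adjusted p of 0.0112, and with 3 counts in siPou5f1 was 6.98-fold lower by counts (95% counting interval 2.16 to 35.8). Senp6 had a log2 fold change of -2.49 ± 0.66. Flrt2, with 1 count in siPou5f1, was 10.1-fold lower by counts (interval 1.54 to 428), with an edgeR adjusted p of 0.0489 that passed 0.05 in no fit that left out a replicate. The pseudogenes E030024N20Rik (log2 fold change 2.49 ± 0.79, 8 near-identical copies including Ppia) and Rpl30-ps1 (1.83 ± 0.49, 12 copies including Rpl30) are uncertain. Without replicate 3, Ctcf had an adjusted p of 0.365 and Rpl30-ps1 of 0.213; Senp6 had 0.223 without replicate 2.

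The siNcor1 libraries differed from nt in 134 genes, 103 higher and 31 lower (DESeq2 157). Under limma on the deposited log2 values 0 genes were called, with 541 of 10568 at an unadjusted p under 0.05. With nt and Mock together as the control edgeR called 82, and leaving out replicate 1, 2 or 3 gave 87, 63 and 36 genes. Zfp106 was at 94.6 CPM (SD 49.5, n = 3) against 18.2 in nt (SD 10.96, n = 3), a log2 fold change of 2.58 ± 0.70 (edgeR adjusted p 0.0127). Mbnl2 fell from 204 CPM (SD 55.0, n = 3) to 33.8 (SD 22.7, n = 3), a log2 fold change of -2.25 ± 0.51 (edgeR adjusted p 0.00149). E030024N20Rik was again raised, by 2.67 ± 0.75, and is uncertain for the same reason. Gm4707 had a log2 fold change of 1.83 ± 0.56 and Gm44510 of -2.05 ± 0.64. Igf1r, with 3 counts in siNcor1, was 6.69-fold lower by counts (95% counting interval 2.02 to 34.8). Without replicate 1 the adjusted p was 0.0571 for Zfp106, 0.0625 for Mbnl2, 0.127 for Igf1r and 0.213 for Gm44510, and without replicate 2 it was 0.462 for Gm4707.

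For the other 28 siRNAs the count of changed genes ran from 4 to 171 with a median of 26.5. The highest was siEp300, singled out after its count was seen, with 91 higher and 80 lower genes; RLE size factors gave 116 and 52 and DESeq2 87 and 45, limma called 2 in all, and leaving out replicate 1 or 3 gave 71 and 50. At least 10 genes changed with 29 of the 33 siRNAs. That number was 12 without the replicate block, 6 under limma, 19 without replicate 2 and 18 without replicate 3.

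**Figure D2:**
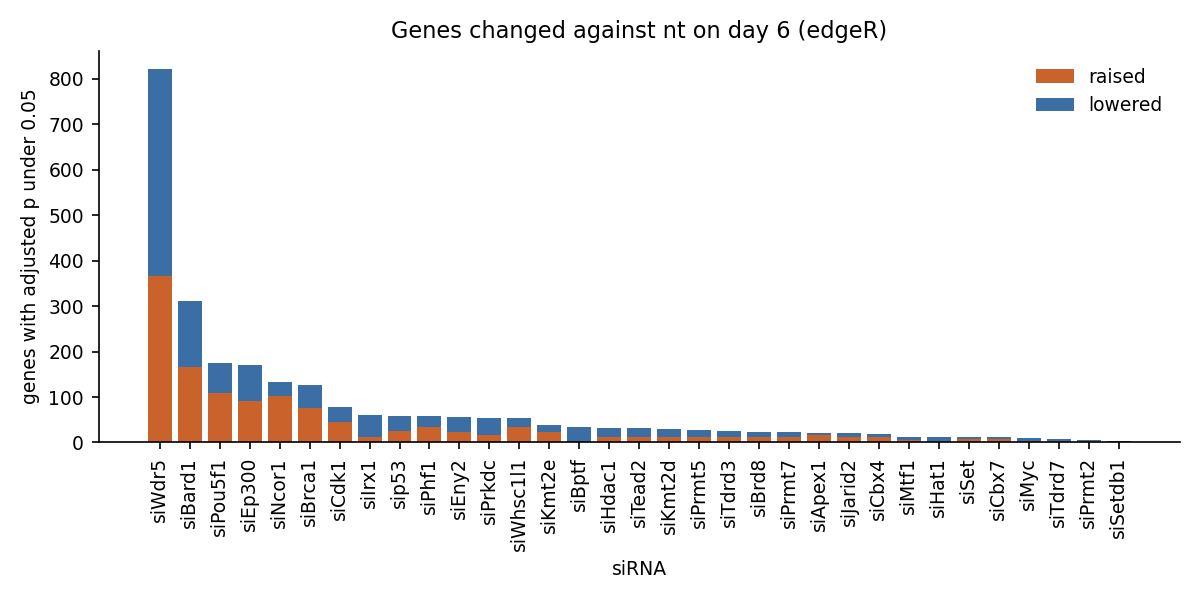
Number of genes changed against nt (edgeR, adjusted p under 0.05) for each of the 33 siRNAs, with genes raised in the knockdown stacked under genes lowered. The counts run from 821 for siWdr5 to 4 for siSetdb1, and the split between directions for siWdr5 turns over under RLE size factors (490 higher, 315 lower). Outside siWdr5, siBrca1, siBard1, siPou5f1 and siNcor1, the raised percent rose by over 10 points under RLE in 15 of 28 siRNAs. It fell by as much in 0. The split turns over in some of them, such as sip53 (26 higher and 33 lower, against 32 and 21 under RLE).

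To ask whether the 3 partners act alike, the knockdowns of Wdr5, Brca1 and Bard1 were compared with each other. Between siWdr5 and siBrca1 301 genes differed, 91 higher and 210 lower in siWdr5 (137 and 151 under RLE size factors, where the median of all genes moved up by 0.13 log2). Between siWdr5 and siBard1 252 genes differed, 96 higher and 156 lower (138 and 119 under RLE, median up by 0.11 log2). Between siBrca1 and siBard1 26 genes differed, 20 higher and 6 lower in siBrca1 (21 and 12 under RLE), against 276 with an unadjusted p under 0.05. The same comparisons gave 112, 93 and 16 genes without replicate 3, and without replicate 2 the first 2 gave 136 and 144. Of the genes called against nt, siWdr5 and siBard1 shared 214, 212 in the same direction, where 84.7 were expected by chance. siWdr5 and siBrca1 shared 94, all in the same direction (34.6 expected). siBrca1 and siBard1 shared 91, 86 in the same direction (13.1 expected), and 76 were called in all 3. These calls share the nt libraries, which can raise the overlap by an amount not tested. Other pairs that share nt went both ways. siWdr5 and siPou5f1 shared 91 calls, 17 in the same direction (47.4 expected). siPou5f1 and siNcor1 shared 71, all in the same direction (7.74 expected).

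The controls were compared to see what transfection alone did. Mock and nt differed in 47 genes, 31 higher and 16 lower in Mock (39 and 11 under RLE size factors). DESeq2 called 73 and limma 1, and leaving out replicate 1, 2 or 3 gave 21, 15 and 15 genes. The first and second Mock columns of the replicates differed from each other in 1 gene, Crabp1 (log2 fold change 1.16), named after its value was seen; the first differed from nt in 22 genes and the second in 27. Between nt and the untransfected Day06 libraries 802 genes differed, 470 higher and 332 lower in nt. RLE size factors gave 345 higher and 436 lower and DESeq2 309 and 385, with the median of all genes moved down under RLE (shift -0.14 log2). Limma called 161 genes, and 314 were called without replicate 3. Bnip3 (chromosome 7, 138890836 to 138909519, mm10, with 3 near-identical copies) was at 587 CPM in nt (SD 118, n = 3) against 65.5 in Day06 (SD 10.2, n = 3), a log2 fold change of 3.00 ± 0.35 (edgeR adjusted p 3.65e-13). Mtfr1l fell from 125.3 CPM in Day06 (SD 8.88, n = 3) to 15.9 in nt (SD 16.4, n = 3), a log2 fold change of -2.58 ± 0.65 (edgeR adjusted p 0.00135). Syt11, with 3 counts in nt, was 8.25-fold lower by counts (95% counting interval 2.48 to 43.1), with an adjusted p of 0.0820 without replicate 2 and 0.0817 without replicate 3. The pseudogene Gm12583 had one of 2.85 ± 0.54, with an adjusted p of 0.104 without replicate 3. Gm15484 (2.90 ± 0.50, a copy of Npm1) and Peli2 (2 counts in nt, 21.4-fold lower by counts, interval 5.52 to 183, overlapping its copy Gm6498) are uncertain.

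The time course gives the change over reprogramming itself. Day06 differed from Day00 in 668 genes, 321 higher and 347 lower. RLE size factors gave 229 higher and 431 lower and DESeq2 185 and 398, with an RLE shift of the median of all genes of -0.16 log2, and 343 genes were called without replicate 3. Slc7a11 (chromosome 3, 49892526 to 50443614, mm10) had 0 counts on Day00 and 160 CPM on Day06 (SD 40.2, n = 3), at least 13.4-fold higher against the same floor over the group. Chl1 was at least 7.42-fold higher and Sned1 at least 7.14-fold higher. Aspn (chromosome 13, 49544443 to 49567565, mm10) went from 371 CPM on Day00 (SD 159, n = 3) to 0 counts on Day06, at least 33.1-fold lower. Wbscr17, a symbol missing from the annotation used for positions, was at least 9.34-fold lower. Tagln had 1 count on Day06 and was 84.1-fold lower by counts, with a 95% counting interval of 14.6 to 3366. Exons of Sned1, Aspn and Tagln overlap other genes on the opposite strand.

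The fixed list of 20 marker genes was tested in 4 comparisons, and 10 of them passed the low-count filter. In siWdr5, 5 were raised and 1 lowered, adjusted over the list alone, and the same numbers held adjusted over all genes. Col1a1 was at 1055 CPM in siWdr5 (SD 110, n = 3) against 172 in nt (SD 35.5, n = 3), a log2 fold change of 2.67 ± 0.26 (edgeR adjusted p 3.5e-17). In siBrca1, 2 were raised under either adjustment, Col1a1 by 1.30 ± 0.32 and Cdkn1a by 0.86 ± 0.24 log2. In siBard1, 6 were raised and 1, Krt8, lowered over the list alone, against 4 and 0 over all genes; Krt8 had 1 count in siBard1 and was 10.0-fold lower by counts (95% counting interval 1.42 to 434). Col1a1 changed by 1.18 ± 0.31 and Cdkn1a by 1.06 ± 0.22 log2. Cdkn1a changed by 1.05 ± 0.22 log2 in siWdr5. From Day00 to Day06, 5 were raised and 5 lowered over the list alone, against 1 and 5 over all genes, with Col1a1 at -1.58 ± 0.22 and Cdkn1a at 0.26 ± 0.20 log2.

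Gene sets fixed in advance were tested in the same 4 comparisons, with 16 tests adjusted together. Of the mesenchymal set, 24 of 30 genes passed the filter. Its median log2 fold change was 1.36 in siWdr5 (camera, adjusted p 1.19e-10), 0.93 in siBrca1 (camera, adjusted p 1.22e-06), 1.02 in siBard1 (camera, adjusted p 9.45e-08) and -1.37 from Day00 to Day06 (camera, adjusted p 3.4e-11). Each of these 4 calls held under fry and without each replicate. The largest move of a median was in siBrca1 with nt and Mock together as the control, to 0.66. The summed counts of the set were 9108 CPM in siWdr5 (SD 391, n = 3), 5684 in siBrca1 (SD 582, n = 3), 6303 in siBard1 (SD 1029, n = 3) and 3629 in nt (SD 620, n = 3), against 16269 on Day00 (SD 1523, n = 3) and 5231 on Day06 (SD 719, n = 3). For the cell cycle set, with 15 of 35 genes past the filter, camera called no change in 4 comparisons; the lowest adjusted p, 0.0767, was from Day00 to Day06 (median 0.44), where fry gave 2.67e-05. Fry also called the cell cycle set in siBard1 (median -0.14, adjusted p 0.0123), and camera called it in siBrca1 without replicate 1 (median -0.64, adjusted p 0.0284). Its median in siWdr5 was -0.07 and turned positive with RLE size factors (0.10), with nt and Mock as the control (0.16), under limma on the deposited values (0.00) and without replicate 3 (0.07).

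A pluripotency set written beside these had 2 of 29 genes past the filter and was in no planned comparison. Of the epithelial set 0 genes and of the DNA repair set 1 gene passed the filter, so the summed counts of each set were tested by edgeR in place of the planned test, a choice made after the filter was applied. The epithelial sum changed by 1.41 ± 0.35 log2 from Day00 to Day06 (edgeR adjusted p 0.000204), but by 0.69 without replicate 3 (edgeR adjusted p 0.244). In siBard1 it changed by -1.08 ± 0.38 log2 (edgeR adjusted p 0.0134), but by -0.64 without replicate 1 (edgeR adjusted p 0.156). In siWdr5 and siBrca1 the changes, -0.32 ± 0.35 and -0.51 ± 0.39, were not called (edgeR adjusted p 0.395 and 0.234). On all 30 members, camera called the epithelial set in none of the 4 comparisons, while fry called it in siBard1 (adjusted p 0.0123) and from Day00 to Day06 (adjusted p 0.000967). The DNA repair sum changed by -0.54 ± 0.22 log2 in siBrca1 (edgeR adjusted p 0.0313) and by -0.56 ± 0.21 in siBard1 (edgeR adjusted p 0.0171). Neither call held without replicate 1 (-0.51 and -0.50, edgeR adjusted p 0.0794 and 0.0718), and that in siBrca1 did not hold without replicate 2 (-0.59, edgeR adjusted p 0.0520). Without replicate 3 the adjusted p were 0.102 and 0.120. On all 34 members camera called it in neither, and fry in siBard1 (adjusted p 0.0220) but not in siBrca1 (adjusted p 0.0670). In siWdr5 the sum changed by -0.39 ± 0.20 log2 (edgeR adjusted p 0.0882), and by -0.60 without replicate 1 (edgeR adjusted p 0.0328). From Day00 to Day06 it changed by 0.19 ± 0.22 log2 (edgeR adjusted p 0.395), where the median over all 34 members was -0.00.

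**Figure D3:**
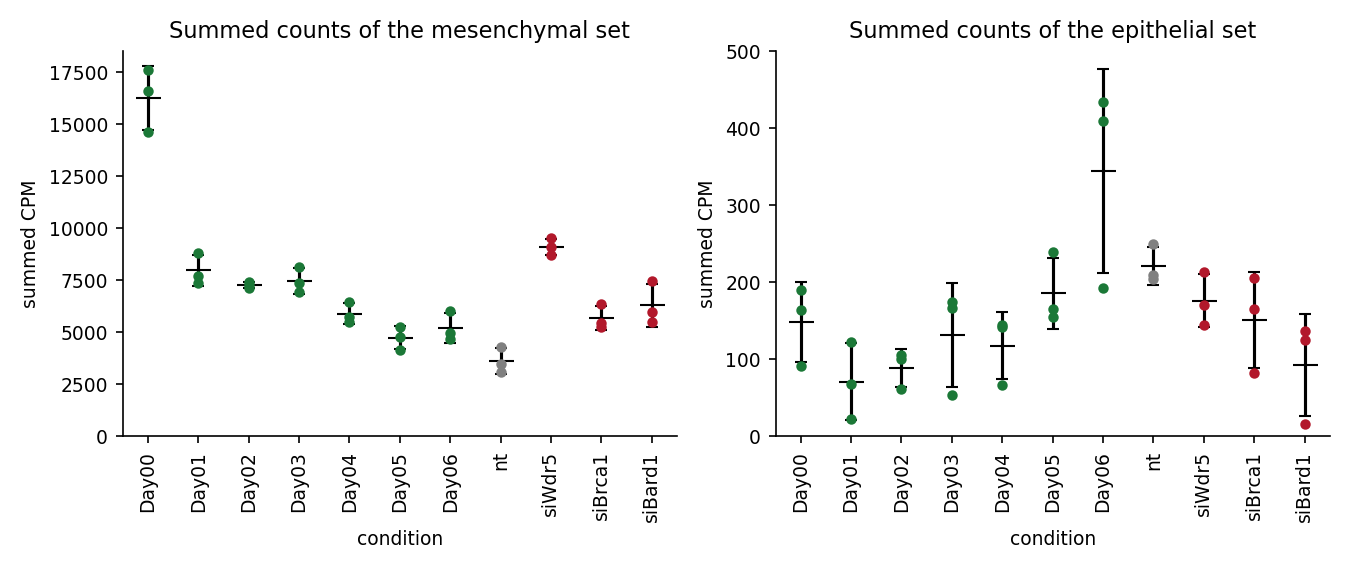
Summed CPM of the mesenchymal set (left) and the epithelial set (right) in each library (points), with the mean and SD of the 3 libraries of a condition (bars), for Day00 to Day06, nt, siWdr5, siBrca1 and siBard1. The mesenchymal mean is 16269 on Day00, 5231 on Day06, 3629 in nt and 9108 in siWdr5.

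The position of each library was read from a principal component analysis of the 200 genes of highest variance. PC1 held 40.0% of the variance and PC2 4.01%. The day explained 98.3% of the PC1 variance and 88.4% of the PC2 variance over the 21 time course libraries; the PC2 share was 13.3% without the replicate block. Mean PC1 was -25.4 on Day00, -3.53 on Day05, -6.18 on Day06, 5.02 in Mock and 5.42 in nt, so the transfected controls lay beyond every untransfected day. It was -9.75 in siWdr5, -4.89 in siBard1 and -2.31 in siBrca1. On PC2 the day means ran from -4.92 to 1.36, while siWdr5 had a mean of 6.46 (SD 0.399, n = 3), siBard1 of 3.86 (SD 0.739, n = 3) and siBrca1 of 3.56 (SD 0.928, n = 3), so these libraries lay off the line through the day means.

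The study placed knockdowns in time on a curve through rotated components, and the planned analysis followed its steps. The study put PC2 on the x axis, the component it related to time. Here the day explained more of PC1 (98.3%) than of PC2 (88.4%), so PC2 on the x axis may not match the component of the study. The sense of the rotation is not given in the methods of the study and was set to counter-clockwise before the data were seen. The curve then had an R-squared of 0.0964, and pooling of day means out of order removed 3 of the 5 day positions. The R-squared was 0.828 with a clockwise rotation, 0.52596 without rotation and 0.802 with PC1 on the x axis, with 2 positions removed in each. On this scale the difference from the nt and Mock libraries was 1.29 days for siWdr5, 0.49 for siBard1, 0.29 for siBrca1, 0.09 for sip53 and -0.11 for siHdac1. The smallest exact permutation p that the design allows is 0.0208, and with 33 siRNAs no difference passed 0.05 after Benjamini-Hochberg adjustment (smallest adjusted p 0.0625). The value for siWdr5 was -1.21 with a clockwise rotation, -1.25 with PC1 on the x axis, -0.95 without rotation and -0.25 without replicate 2. The planned curve did not keep the days in order, with Day03 at 4.5 and Day05 at 3.29. With PC1 on the x axis siWdr5 lay at day 4.25 and the controls at 5.5, the last position. On that axis siWdr5 also lay earlier than the controls on the deposited log2 values (4.15) and without each replicate. On the deposited values siBrca1 (4.41) and siBard1 (4.84) lay earlier there too, but on the counts siBrca1 stayed at 5.5. On the path through the day means siWdr5 lay at 4.63 against 5, but at 5.24 against 5.04 on the deposited values. These fits mostly placed siWdr5 earlier, but the sign depends on the rotation, so no day is assigned to any knockdown.

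A position on PC1 alone was computed in their place, chosen after the projection was seen, as the percent of the distance from the mean of nt and Mock to Day00. It was 48.8% for siWdr5, 32.9% for siBard1, 29.8% for siEp300, 24.5% for siBrca1 and 22.2% for siCdk1, all toward Day00. It was 14.2% for sip53 and 7.18% for siHdac1. The controls lay beyond every day mean, so a position toward Day00 need not mean an earlier day. Mean PC1 of siBrca1, siCdk1, sip53 and siHdac1 was higher than on any of the 7 days. For siBard1 and siEp300 it was higher than on every day but Day05, and for siWdr5 it was under that of Day04. For 17 of the 33 siRNAs the two-sided exact permutation p was 0.0208, the smallest that 48 arrangements allow, with an adjusted p of 0.0404, and all 17 lay toward Day00. Since each of these p is at the floor, the adjusted p depends on how many siRNAs share it. All 33 tests use the same nt and Mock libraries, so that 17 calls on 1 side may in part reflect where the controls lie. On the deposited log2 values the position was 34.1% for siWdr5, 25.2% for siBard1 and 29.8% for siBrca1, with an adjusted exact permutation p of 0.275 for each. Leaving out any 1 replicate moved siWdr5 to between 49.0% and 52.3%, in a design that then cannot pass 0.05. The siHdac1 position was 5.42% without replicate 1 and 11.4% without replicate 3.

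**Figure D4:**
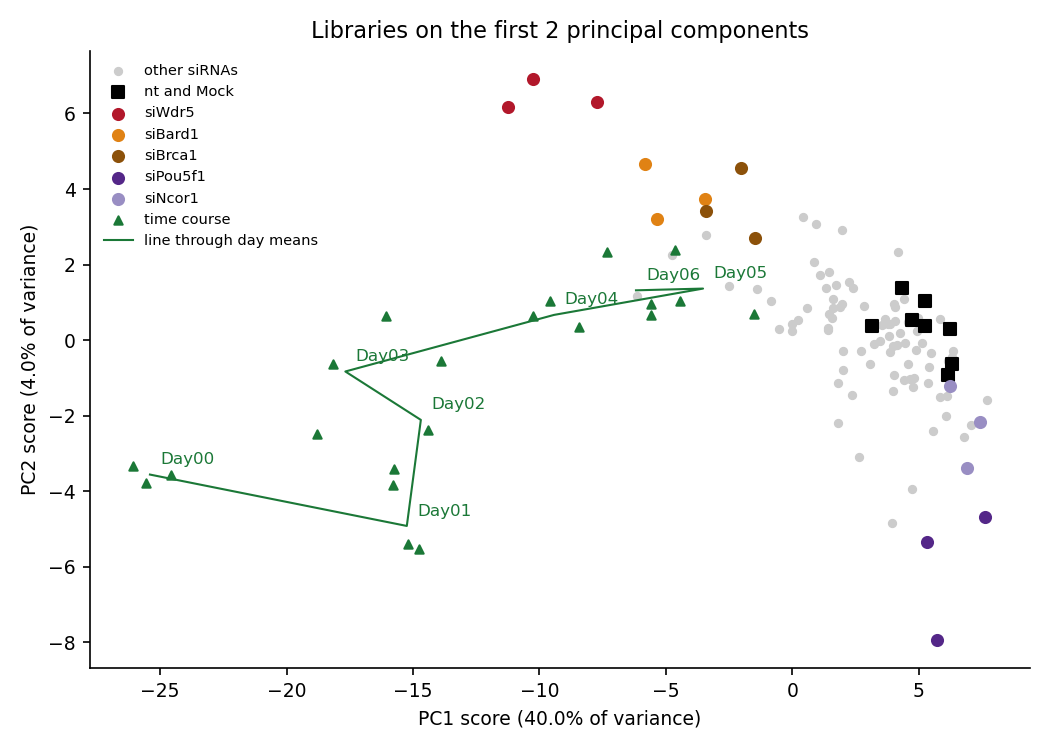
Scores of the libraries on PC1 and PC2, with time course libraries as triangles and a line through the day means, nt and Mock as squares, and 5 siRNAs in colour among the others in grey. Mean PC1 runs from -25.4 on Day00 to -6.18 on Day06, with nt at 5.42 and siWdr5 at -9.75.

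Profiles of the siRNAs were correlated across genes to see which knockdowns resemble each other. Genes are not independent replicates, so no p is given. Each profile was centred on the mean of all transfected conditions, and 528 pairs of siRNAs were ranked. The pair siWdr5 and siBard1 had the highest r, 0.819, followed by siBard1 and siEp300 with 0.737. The pair siBrca1 and siBard1 had 0.730 (rank 3) and siWdr5 and siBrca1 0.724 (rank 4), while siNcor1 and siPou5f1 had 0.691 (rank 5). The median pair had -0.0492. The genes were those most correlated with PC1 and PC2 over all libraries, these siRNAs included, which can raise r. Over all filtered genes r was 0.506 for siWdr5 and siBard1 (rank 2) and 0.356 for siWdr5 and siBrca1 (rank 7). It was 0.339 for siBrca1 and siBard1 (rank 9) and 0.465 for siNcor1 and siPou5f1 (rank 4). Single replicates used the same chosen genes and are no independent check. Within them, r of siWdr5 and siBard1 was 0.696, 0.673 and 0.785. For siWdr5 and siBrca1 it was 0.606, 0.492 and 0.658, for siBrca1 and siBard1 0.518, 0.420 and 0.642, and for siNcor1 and siPou5f1 0.252, 0.417 and 0.738. When replicate 3 was left out of the whole procedure, gene selection included, r fell to 0.241 for siWdr5 and siBard1 (rank 79), 0.284 for siWdr5 and siBrca1 (rank 62), 0.182 for siBrca1 and siBard1 (rank 113) and 0.365 for siNcor1 and siPou5f1 (rank 45). This was the largest move of any alternative for the first 3 of these pairs; siNcor1 and siPou5f1 moved further, to 0.342, with the 200 genes of highest variance. Profiles taken against nt alone share its noise; there siWdr5 and siBard1 had 0.873, siBrca1 and siBard1 0.867 and siWdr5 and siBrca1 0.813, beside 0.504 (0.373 to 0.622) for simulated siRNAs without effect that share the control.

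The partners Wdr5, Brca1 and Bard1 were tested on Day03 against Day00, to ask whether their transcripts rise early in reprogramming. Under edgeR 0 of the 3 were raised, adjusted over the list alone, with 0 at an unadjusted p under 0.05; DESeq2 and limma gave 0 for both. Wdr5 had 3 counts on Day00 and 8 on Day03, Brca1 8 and 3, and Bard1 3 and 0. None of the 3 was called lowered in the knockdown of another by edgeR (0 of 6 tests, 0 at an unadjusted p under 0.05, lowest adjusted p 0.785), nor by DESeq2 or limma, with 0 at an unadjusted p under 0.05 in each. These genes had at most 18 counts per condition on any day, so that changes in them were mostly not detectable at this depth.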

Values the study reported

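On its fitted time line, the study placed siWdr5 cells between day 3 and day 4, siBard1 and siBrca1 cells between day 4 and day 5, and the controls and most other knockdowns between day 5 and day 6. It gave an r² of 0.81 for the relation of PC2 with time. It described a modest acceleration with silencing of p53 and of Hdac1. For Wdr5, Brca1 and Bard1 it reported a strong lowering of the target transcripts at day 3, measured by RT-qPCR.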

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

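The check of totals was prescribed for every group of 4 to 10 libraries, and the comparison with the depth of the pools was chosen only after the result was seen. Only Mock, with 5 libraries, had a size that allows this check, and 7 measures were checked in it. The second Mock library of replicate 3 had a total of 83089 counts, against 38925 to 49873 in the other 4 Mock libraries. The gap was 0.752 of the whole range, where 0.71 is the limit for 5 libraries. Chance passes this limit in about 1 of 20 groups. In the other 6 measures, which were the detected genes, the mitochondrial share, the Gm10800 family share, the Gm42418 share and the scores on PC1 and PC2, the ratio was 0.286 to 0.594 and no library passed it.

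Replicate 3 was the deepest pool, with a median of 127079 counts per library against 64227 and 63122, and this is its 1 passing Mock library. The depth of this library and its pool cannot be separated within Mock, and its total lay under the median of its own pool. No biological explanation was tested, since the design gives none for the number of counts in a library.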

How the results depend on the processing

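The alternatives were chosen before the data were examined, except for the summed counts of the sets with camera on all members beside them, PC1 on the x axis, the PC1 position, the results of siEp300 and the other controls of the target sum, which were chosen only after the results were seen. Of the values that answer a comparison, 296 kept their direction and their side of the threshold or stayed near the reported value, 141 moved, 44 lost their call, 7 gained one and 16 turned over. Those that moved include projections that were 0 by construction. A count of genes is said to move where it differs from the reported count by more than 1.5 times. For single named genes, 270 values kept their call, 127 lost it and 0 turned over. Where no cause is given, the cause was not tested.

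The mesenchymal set kept its direction and its call in all 4 comparisons under every alternative run for it, with values of 1.18 to 1.54 in siWdr5, 0.66 to 1.14 in siBrca1, 0.77 to 1.09 in siBard1 and -1.65 to -1.19 from Day00 to Day06. The counts of 0 targets lowered, 0 of the 3 partner genes raised on Day03 and 0 lowered in the knockdown of another stayed at 0 under every alternative, but in most of these genes the depth could not have shown a change. The sum of target counts over those expected stayed at 0.891 to 0.943. The epithelial set in siWdr5 and siBrca1 was called under no alternative, at -0.54 to -0.02 and -0.75 to -0.01.

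With limma on the deposited log2 values, 137 genes changed in siWdr5, 34 in siBrca1, 39 in siBard1, 19 in siPou5f1, 0 in siNcor1, 2 in siEp300, 1 in Mock, 161 in nt against Day06, 20 in siWdr5 against siBrca1, 28 in siWdr5 against siBard1 and 15 in siBrca1 against siBard1, and 6 siRNAs had 10 or more. For siNcor1, 541 genes had an unadjusted p under 0.05. Limma called more genes than edgeR against nt in siHdac1 alone among the siRNAs, 85 in place of 32. It also turned the cell cycle set over in siWdr5 (0.000421) and siBrca1 (0.10). The epithelial and DNA repair sets were tested there by camera with medians, not as summed counts. The epithelial set lost its call in siBard1 (-0.32) and from Day00 to Day06 (0.92), and the DNA repair set in siBrca1 (-0.33) and siBard1 (-0.31). Camera on all members in the main fit lost the same calls, so these losses cannot be set down to limma.

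Without a low-count filter the adjustment covered 30778 genes in place of 3013, so fewer passed: 394 in siWdr5, 38 in siBrca1, 94 in siBard1, 57 in siPou5f1, 39 in siNcor1, 59 in siEp300, 19 in Mock, 308 in nt against Day06, 430 from Day00 to Day06, 104 in siWdr5 against siBrca1 and 105 in siWdr5 against siBard1. The DNA repair set lost its call in siBrca1 (-0.75) and siBard1 (-0.30), the epithelial set in siBard1 (-0.0340), and the cell cycle set gained one from Day00 to Day06 (0.575). The epithelial and DNA repair sets were again tested by camera with medians, so their losses cannot be set down to the filter. DESeq2 moved the count of Mock, to 73, by more than 1.5 times. Among siRNAs with few genes it also moved counts, such as siSet from 12 to 46 and siMyc from 9 to 35. A fit of the 2 conditions alone moved that of siPou5f1, to 50, by more than 1.5 times. It also gave 594 genes in siWdr5, 614 in nt against Day06, 497 from Day00 to Day06 and 194 in siNcor1.

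Without the replicate block, which is the sequenced pool, 43 genes changed in siBrca1, 178 in siBard1, 60 in siPou5f1, 30 in siNcor1, 61 in siEp300, 10 in Mock, 461 in nt against Day06, 126 in siWdr5 against siBrca1, 127 in siWdr5 against siBard1 and 15 in siBrca1 against siBard1, and 12 siRNAs had 10 or more. The DNA repair set lost its call in siBrca1 (-0.55) and siBard1 (-0.55). The correlation of siWdr5 with siBrca1 was 0.549, of siWdr5 with siBard1 0.733 and of siBrca1 with siBard1 0.537. The day explained 97.4% of PC1 and 13.3% of PC2, and the 5 projections were 0 by construction, with all days pooled. Libraries of the same replicate number deviated together (median r 0.0981 against -0.0685), so the block was kept.

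With RLE size factors the DNA repair set lost its call in siBrca1 (-0.49) and the cell cycle set turned over in siWdr5 (0.10). With nt and Mock as the control, siNcor1 had 82 genes and siEp300 381, the DNA repair set lost its call in siBrca1 (-0.43), and the cell cycle set turned over in siWdr5 (0.16) and siBrca1 (0.0740). Under fry, the DNA repair set lost its call in siBrca1 (-0.65) and turned over from Day00 to Day06 (-0.00396), and the cell cycle set gained one in siBard1 (-0.14) and from Day00 to Day06 (0.44). Fry on all members kept the calls of the epithelial set in siBard1 and from Day00 to Day06, and that of the DNA repair set in siBard1. Camera on all members gave the same -0.65 and -0.00396, and took the call from the DNA repair set in siBard1 (-0.21) and the epithelial set in siBard1 (-0.0340) and from Day00 to Day06 (0.0109); these medians cover genes at or near 0 counts. As summed counts the cell cycle set was called in siBard1 (-0.34) and from Day00 to Day06 (0.48).

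The projection on the time course, of siWdr5, siBard1, siBrca1, sip53 and siHdac1, was kept for all 5 by no alternative. With 500 genes, with all libraries of the count table, on the deposited log2 values, without the block and without replicate 1 the days were all pooled into 1 position, so every difference was 0 by construction and these alternatives test nothing. With the largest number of genes tried siBard1, siBrca1 and sip53 were 0 and siHdac1 turned over to 1.67. With PC1 on the x axis siWdr5 turned over to -1.25 and siBard1 to -0.10, without rotation siWdr5 to -0.95, with a clockwise rotation siWdr5 to -1.21 and siBard1 to -0.0800, and on the path through the day means siWdr5 to -0.37; the others that moved were 0 there. In the curve fits among these the nt and Mock libraries all lay at the first or last day position, so a 0 there does not show that a siRNA had no shift.

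The PC1 position lost its call on the deposited log2 values for siWdr5 (34.1%), siBrca1 (29.8%), siBard1 (25.2%), sip53 (15.8%) and siHdac1 (12.4%), and for siHdac1 with all libraries (6.69%). The share of variance explained by the day was 96.8% on PC1 with the largest number of genes tried, 96.3% on PC1 and 79.5% on PC2 with the deposited values, 75.9% on PC2 with 500 genes and 97.7% on PC2 of the time course alone. With all libraries of the count table it was 71.2% on PC2. Of the profile correlations, in the order siWdr5 with siBrca1, siWdr5 with siBard1 and siBrca1 with siBard1, the values were 0.556, 0.653 and 0.577 with the 200 genes of highest variance (siNcor1 with siPou5f1 0.342), 0.356, 0.506 and 0.339 over all filtered genes, and 0.579, 0.724 and 0.558 between libraries of different replicates. On the deposited values siWdr5 with siBard1 had 0.711. Against nt, where a shared control raises r, siWdr5 with siBrca1 had 0.813 and siBrca1 with siBard1 0.867.

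Leaving out 1 replicate, which leaves 2 libraries per condition, gave 333 to 657 genes in siWdr5, 29 to 52 in siBrca1, 94 to 185 in siBard1, 80 to 127 in siPou5f1, 36 to 87 in siNcor1, 50 to 122 in siEp300, 15 to 21 in Mock, 314 to 576 in nt against Day06, 343 to 564 from Day00 to Day06, 112 to 203 in siWdr5 against siBrca1, 93 to 206 in siWdr5 against siBard1 and 16 to 20 in siBrca1 against siBard1, and 18 to 24 siRNAs with 10 or more. The epithelial set was at -1.60 to -0.64 in siBard1 and 0.69 to 1.81 from Day00 to Day06. The DNA repair set was at -0.60 to -0.28 in siWdr5, -0.59 to -0.51 in siBrca1 and -0.69 to -0.50 in siBard1. The cell cycle set was at -0.46 to 0.0700 in siWdr5, turned over without replicate 3, and at -0.64 to -0.0615 in siBrca1. The projections ran from -0.25 (without replicate 2) to 0 for siWdr5 and from 0 to 1.25 for siBard1, and were 0 for siBrca1, sip53 and siHdac1, where the controls again lay at the first or last position. The PC1 position was 49.0% to 52.3% for siWdr5, 23.1% to 27.9% for siBrca1, 31.1% to 36.5% for siBard1, 13.8% to 15.96% for sip53 and 5.42% to 11.4% for siHdac1, in a design that then cannot reach 0.05. The correlations ran from 0.284 to 0.717 for siWdr5 with siBrca1, 0.241 to 0.810 for siWdr5 with siBard1, 0.182 to 0.706 for siBrca1 with siBard1 and 0.365 to 0.701 for siNcor1 with siPou5f1, each lowest without replicate 3, the deepest pool. The PC1 share ran from 98.0% to 99.4% and the PC2 share from 80.2% (without replicate 3) to 96.5% (without replicate 2).

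Depth limits these results. Of 33 siRNA targets, 8 had 10 or more expected counts, the epithelial and DNA repair sets had 0 and 1 genes past the low-count filter, and most genes of the annotation lay under that filter.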

Other observations

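The tests of random variation and of a regression on depth for the Gm10800 family, of the low-oxygen list, of a later position of the transfected cells, of an earlier position of siWdr5, siBard1 and siBrca1, of thinning for the PC1 scores, and of the target sum with nt alone, without Hat1 and without Pou5f1 and Myc were chosen only after the results were seen.

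For each comparison of genes, other splits of the same libraries were fitted with edgeR to the 2 conditions alone. In each of the 10 comparisons of 3 libraries against 3, the real split was the only 1 of the 10 splits with as many genes, and such a design cannot give a share under 0.1, so that chance could not be excluded by this count. The other splits gave up to 20 genes for siPou5f1 against nt, up to 3 for siWdr5 against siBard1 and 0 for the other 8. For Mock against nt the real split was the only 1 of the 54 splits that could be fitted, of 56, with as many genes; the others gave up to 16. By that count chance was excluded, but not once the replicates are kept as a block: among the splits that part the libraries of every replicate, 4 of the 10 and 18 for Mock, the real split was the only one with as many genes, and 1 of 18 is not under 0.05.

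A family of 12 near-identical genes around Gm10800 held a share of counts that differed between conditions. The condition accounted for 84.6% of the variance of this share, where labels permuted within replicates gave at most 56.2% (permutation p 1e-04, the smallest that 10000 permutations can give), which argues against random variation between libraries. The mitochondrial share (93.2%) and the Gm42418 share (75.9%), the other shares tested in this way, had the same p. After a regression on the total count it was 86.3%, and over 42 conditions the share had no detected relation with the total count (Spearman's coefficient -0.158, permutation p 0.313, adjusted 0.313; Pearson r -0.0846, permutation p 0.590, adjusted 0.590; r without the 2 farthest -0.175; Spearman's coefficient within replicates -0.161, -0.208 and -0.209), which argues against library depth as the whole cause. Over the same conditions the share followed the CPM of olfactory and vomeronasal genes, which these cells should not express. Spearman's coefficient was 0.636 and r 0.679, each with a permutation p of 1e-05, the smallest that 100000 permutations can give, adjusted 3e-05. Without the 2 conditions farthest from the median r was 0.574, and Spearman's coefficient within replicates was 0.392, 0.675 and 0.618. The 3 relations computed were adjusted together by Benjamini-Hochberg. Genomic DNA carried into the RNA is a candidate explanation, and a change in transcription of repeats, which would raise the same counts, was not tested.

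The nt libraries differed from the untransfected Day06 libraries in many genes. Library depth is not the whole cause: in a fit of these libraries alone 614 genes were called, and with libraries thinned to equal totals within replicates 444 of the 534 that remained testable were called again. Without the mitochondrial genes, the Gm10800 family and Gm42418 556 of 566 were called again, which argues against a few abundant families taking a different share of counts. A later position of the transfected cells on the time course may account for part of it: over genes, which are not independent replicates, the change from Day06 to nt had an r of 0.488 with the change from Day00 to Day05, and 0.263, 0.317 and 0.460 within replicates. For Mock the r was 0.445. Day06 was not part of the change from Day00 to Day05, so no library is shared. Against Day05, nt differed in 145 genes, fewer than the 802 against Day06 (edgeR, adjusted p under 0.05). Day06 and Day05 differed from each other in 237. An effect of transfection itself, of plating and of a different cell preparation stay open and were not tested.

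A low-oxygen and glycolysis response was tested with a list of 30 genes written after Bnip3 was seen. Its median log2 fold change between nt and Day06 was -0.0942, with 6 of 12 tested genes higher (camera p 0.801), over genes that went both ways, so the list decided nothing. The list had adjusted p, by camera and by fry, of 0.801 and 0.422 for nt against Day06, 0.374 and 0.193 for nt against Day05 (median 0.33), 0.102 and 0.000513 for siWdr5 (median -0.39), 0.102 and 0.0730 for siBrca1 (median -0.46), 0.0239 and 0.000513 for siBard1 (median -0.71), and 0.374 and 0.0803 for Day06 against Day00 (median -0.21). The list was lower than in nt by camera in siBard1 alone, a result with no further test.

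A lowering of the siRNA targets as a group was not detected, though 23 of 33 lay under their expectation. Against nt, 24 of the 33 fitted log2 fold changes were under 0. Too few counts per target may hide the lowering of single targets, but the summed counts over those expected were 0.943, with an interval of 0.849 to 1.04. This argues against an average halving that is hidden by low counts alone, also in the 24 targets with few counts (0.887, interval 0.678 to 1.14). The sum without Hat1, the most abundant target, was 0.891 (interval 0.787 to 1.01), with nt alone as the control 0.931 and without Pou5f1 and Myc 0.943. Hat1 itself had a ratio of 1.10 (interval 0.902 to 1.33). A modest lowering, a recovery of transcripts by day 6 and an action on the protein level stay open and were not tested.

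The siPou5f1 library of replicate 1 held 15.1% of its counts in mitochondrial genes, against 24.1% and 21.3% in the other 2. Its Gm42418 share was 0.208%, against 2.60% and 2.05%, and its pairs with the other 2 had the highest chi-squares per gene of all replicate pairs, 5.68 and 5.15. Its PC2 score of -7.93 lay on the side of the other 2, at -5.35 and -4.69, and beyond every other library, but the component was computed with this library in it. Whether it is a mislabelled library could not be told: its own condition ranked 4 among the 42 conditions it correlates with, but 66 of 127 libraries were nearest to another condition. No biological explanation was tested.

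On PC1 the siWdr5, siBard1 and siBrca1 libraries lay apart from the controls, toward Day00. With every library thinned to 29656 counts siWdr5 lay at 49.7% of the distance, siBrca1 at 23.1% and siBard1 at 29.2%, and without genes that have a near-identical copy or belong to the Gm10800 family, with 2088 genes left, at 49.6%, 26.4% and 32.8%. These values argue against library depth and against reads shared between near-identical genes as the whole cause. Over the 33 siRNAs the score and the total count had a Spearman's coefficient of -0.315 (permutation p 0.0748, adjusted 0.112), an r of -0.315 (permutation p 0.0750, adjusted 0.113), an r of -0.271 without the 2 farthest and Spearman's coefficients within replicates of -0.439, -0.291 and -0.158, so a trend with the total count stays open for the siRNAs as a group. An earlier position on the time course may account for part of the shift: over genes, siWdr5 minus controls had an r of -0.576 with the change from Day00 to Day05, the lowest of the 33 siRNAs, against a median of -0.163. It was -0.322, -0.443 and -0.513 within replicates. For siBrca1 r was -0.363, for siBard1 -0.436 and for siEp300 -0.437. These libraries also lay off the line through the day means on PC2 (mean 6.46 in siWdr5, against at most 1.36 on any day), so that an earlier position cannot be their whole difference. A loss of cells that reprogram and a lower expression of the transgenes were not tested.

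On the PC1 position, sip53 lay at 14.2% and siHdac1 at 7.18% of the distance from the controls toward Day00. Relative to the controls, that is the direction opposite to the one quoted from the study above. Both lay beyond every day mean on PC1, so this position does not show a delay. The projection on the time course did not settle the direction. With the rotation chosen siHdac1 was at -0.11 and sip53 at 0.09 days, on a curve with an R-squared of 0.0964. With a clockwise rotation both were at 0, because their libraries and the controls all lay at the last day position, where a later position cannot be seen. siWdr5, siBard1 and siBrca1 lay toward Day00 on PC1, the direction quoted above, though siBrca1 too lay beyond every day mean there. With PC1 on the x axis of the projection siWdr5 also lay earlier than the controls (day 4.25 against 5.5). The siBrca1 libraries lay at the last position with the controls there, and siBard1 lay at 5.40. On the deposited log2 values, with the same axis, siBrca1 lay at day 4.41 and siBard1 at 4.84, against 5.5 for the controls. The place of these 3 knockdowns in days was not determined, since it depends on the fit.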
